# Dietary Oxysterol, 7-Ketocholesterol Accelerates Hepatic Lipid Accumulation and Macrophage Infiltration in Obese Mice

**DOI:** 10.3389/fendo.2020.614692

**Published:** 2021-03-10

**Authors:** Jiuyang Chang, Masahiro Koseki, Ayami Saga, Kotaro Kanno, Tomoaki Higo, Daisuke Okuzaki, Takeshi Okada, Hiroyasu Inui, Katsunao Tanaka, Masumi Asaji, Yinghong Zhu, Yoshihiro Kamada, Masafumi Ono, Toshiji Saibara, Ikuyo Ichi, Tohru Ohama, Makoto Nishida, Shizuya Yamashita, Yasushi Sakata

**Keywords:** 7-ketocholesterol, steatohepatitis, obesity, macrophage, autophagy

## Abstract

Non-alcoholic fatty liver disease is strongly associated with obese and type 2 diabetes. It has been reported that an oxidized cholesterol, 7-ketocholesterol (7KC), might cause inflammatory response in macrophages and plasma 7KC concentration were higher in patients with cardiovascular diseases or diabetes. Therefore, we have decided to test whether small amount of 7KC in diet might induce hepatic steatosis and inflammation in two types of obese models. We found that addition of 0.01% 7KC either in chow diet (CD, regular chow diet with 1% cholesterol) or western type diet (WD, high fat diet with 1% cholesterol) accelerated hepatic neutral lipid accumulation by Oil Red O staining. Importantly, by lipid extraction analysis, it has been recognized that triglyceride rather than cholesterol species was significantly accumulated in CD+7KC compared to CD as well as in WD+7KC compared to WD. Immunostaining revealed that macrophages infiltration was increased in CD+7KC compared to CD, and also in WD+7KC compared to WD. These phenotypes were accompanied by inducing inflammatory response and downregulating fatty acid oxidation. Furthermore, RNA sequence analysis demonstrated that 7KC reduced expression of genes which related to autophagy process. Levels of LC3-II protein were decreased in WD+7KC compared to WD. Similarly, we have confirmed the effect of 7KC on acceleration of steatohepatitis in db/db mice model. Collectively, our study has demonstrated that small amount of dietary 7KC contributed to accelerate hepatic steatosis and inflammation in obese mice models.

## Introduction

Obesity is a complex disorder that has been a worldwide health problem for individuals as well as the society (1). The incident rate of Non-alcoholic fatty liver disease (NAFLD) is increasing and strongly associated with the patient’s background, such as obesity as well as type 2 diabetes mellitus (T2DM) (2–4). NAFLD could be categorized into non-alcoholic fatty liver (NAFL) with simple steatosis or non-alcoholic steatohepatitis (NASH) which is accompanied with steatosis, inflammation, and fibrosis (5). It is clinically important to distinguish two types of disease because the existence of inflammation could link to hepatic steatosis as well as systemic inflammatory disorders. Indeed, a couple of studies have demonstrated that the presence of NAFLD was associated with higher incident ratio of atherosclerotic cardiovascular diseases (CVD) (6, 7). Moreover, Yong-Ho and colleagues have demonstrated that hepatic steatosis was associated with left ventricular dysfunction (8). There is a growing evidence that diet can affect the pathophysiology of NAFLD as well as CVD (9–13).

An oxidized cholesterol, 7-ketocholesterol (7KC), can be produced by oxidation with oxygen, cooking, and reactive oxygen species (ROS) (14, 15). It has been reported that in our daily diet the concentration of 7KC was low compared to cholesterol (16), however, it might be unexpectedly increased by the advances in food manufacturing technology such as microwave cooking or long-term frozen storage (17). In *in vitro* experiments, it has been reported that 7KC has an ability to stimulate ROS production and eventually apoptosis due to cellular dysfunction in macrophages (18, 19). In an *in vivo* study, 7KC was toxic to macrophages through promoting inflammation in atherosclerotic lesions (20, 21). In human, it has been also reported that 7KC was detected in carotid atherosclerotic plaques (22). According to recent clinical studies, patients with higher blood 7KC concentration have a higher incidence rate of getting cardiovascular events (23, 24). Moreover, plasma 7KC levels were much higher in diabetes patients compared to healthy people (25, 26).

Considering these situations, it is quite precious to answer a question whether a small amount of 7KC in diet might affect the development of hepatic steatosis, inflammation, and fibrosis in obese mice to identify one of causal risk factors of steatohepatitis.

According to our results, the diet-derived 7KC accelerated hepatic steatosis and inflammation, without any change of lipid profiles or serum cytokines in obese mice models.

## Materials and Methods

### Animals and Diets

Male ob/ob or db/db mice were obtained from Charles River Laboratories (Tokyo, Japan) and housed in a temperature and humidity-controlled facility with a 12 h light/dark cycle. Ob/ob mice were fed regular chow diet with 1% cholesterol (CD, OrientalBio Laboratories, Chiba, Japan; casein 23%, sucrose 10%, corn oil 5%, and cholesterol 1%) with or without 0.01% 7KC and high fat, high cholesterol diet (WD, OrientalBio Laboratories, Chiba, Japan; casein 20%, sucrose 34%, cocoa butter 20%, and cholesterol 1%) with or without 7KC. Db/db mice were fed WD with or without 7KC. 7KC was purchased from Sigma-Aldrich (C2394, St. Louis, MO, USA).

Mice used for the experiment were anesthetized by an intraperitoneal injection of medetomidine (0.3 mg/kg), midazolam (4 mg/kg), and butorphanol (5 mg/kg). Adequate anesthesia was maintained by monitoring the respiration rate and the lack of response to paw pinching. The experimental protocol was approved by the Ethics Review Committee for Animal Experimentation of Osaka University Graduate School of Medicine.

### Biochemical Analyses

In serum, alanine aminotransferase (ALT), total cholesterol (TC), high density lipoprotein cholesterol (HDL-C), and triglycerides (TG) were measured by enzymatic methods (Wako Pure Chemical Industries, Tokyo, Japan). Non HDL-C was calculated as TC minus HDL-C. Hepatic TG, TC, and free cholesterol (FC) were also measured after lipid extraction of liver tissue by Folch method (Wako Pure Chemical Industries, Tokyo, Japan). Esterified cholesterol (CE) was calculated as TC minus FC. Serum tumor necrosis factor α (TNF-α) and IL-1β were determined using mouse TNF-α and IL-1β ELISA kit (MTA00B and MLB00C, Quantikine, Minneapolis, USA), respectively.

### Histologic and Immunohistochemical Analyses

Paraffin-embedded sections were stained with hematoxylin and eosin (200108, Muto Pure Chemicals, Tokyo, Japan) or sirius red (MKCB3138V, Sigma-Aldrich, Tokyo, Japan). For lipid staining, frozen sections were stained with Oil Red O (M3G0644, NACALAI TESQUE, Kyoto, Japan). Macrophages were detected by F4/80 (MCA497R, Bio-Rad, Tokyo, Japan) and VECTASTAIN secondary antibodies (Vector laboratories, Burlingame, USA). To quantify the area of staining by Oil Red O and Sirius Red, images of five random fields from each section were processed with Image J software (National Institute of Mental Health, Bethesda, MD, USA). Each value was expressed as the percentage of the total area of the section. Numbers of F4/80 positive cells were counted and averaged for five random fields of each section.

### Quantitative Polymerase Chain Reaction and Western Blotting

Quantitative real-time polymerase chain reaction (qRT-PCR) and western blot were performed as described previously (27, 28).

Briefly, total RNA was isolated from the liver tissues using the Rneasy^®^ Mini Kit (QIAGEN, Hilden, Germany). The RNA was reverse-transcribed using a SuperScript VILO cDNA Synthesis Kit (Thermo Fisher Scientific, CA, USA). qRT-PCR was performed by Taqman master mix (Thermo Fisher Scientific, CA, USA) and a 7900 Sequence Detection System (Applied Biosystems, USA). The specific primer information is listed in **Table S1**.

The antibodies used for the immunoblot are LC3B (2775, Cell Signaling Technology, Beverly, MA, USA) and Rubicon (8465, Cell Signaling Technology, Beverly, MA, USA). For signal normalization, anti-GAPDH antibody was used (MAB374, Millipore, Bedford, MA, USA). Membranes were imaged with the ImageQuant LAS 4000 camera system (GE Healthcare). The band intensity was quantified by Image J software.

### RNA-Seq Analysis

The quality of the RNA was assessed by spectrophotometer (NanoDrop 2000, Wilmington, USA). Sequencing was performed on an Illumina HiSeq 2500 platform in the 75-base single-end mode. The Illumina Casava 1.8.2 software was used for base-calling. The raw reads were mapped to the mouse reference genome sequences (mm10) using TopHat ver. 2.0.13 in combination with Bowtie2 ver. 2.2.3 and SAMtools ver. 0.1.19. The number of fragments per kilobase of exon per million mapped fragments (FPKMs) was calculated using Cufflinks ver. 2.2.143,44. Pathway analyses were conducted using a STRING network tool.

### Measurement of Mitochondrial Complex I Activity

Mitochondrial complex I enzyme activity was measured by Complex I Enzyme Activity Microplate Assay Kit (ab109721, Abcam, Cambridge, UK) according to the manufacturer protocol.

### Statistical Analyses

Results were shown as means ± SD. Comparisons between two groups were made by a two-tailed Student t test. For multiple group comparisons, a one-way ANOVA with a *post hoc* Tukey test was performed and P < 0.05 was considered statistically significant.

## Results

### The Addition of Small Amount of 7-Ketocholesterol in Diet Did Not Affect Body/Organ Weights, Alanine Aminotransferase, Tumor Necrosis Factor-α, or Lipid Profiles

An oxidized cholesterol, 7KC, is recognized to be produced by oxidation from cholesterol (**Figure 1A**). In the current study, we would like to test whether small amount of 7KC supplementation in diet could accelerate hepatic lipid accumulation and inflammation in obese mice, we prepared four types of diets. As mentioned in *Introduction*, Ichi I et al. have investigated the daily intake of oxysterols and reported that cholesterol to 7KC was approximately 700 to 1. We have estimated that 7KC intake could be increased by five- to ten-fold due to increasing consumption of processed meat or sausage of microwave and finally determined that the ratio of cholesterol to 7KC should be 100 to 1. To make the ratio of cholesterol to 7KC 100:1, we increased cholesterol content of regular chow diet up to 1% (CD; casein 23%, sucrose 10%, corn oil 5%, and cholesterol 1%), with or without 0.01% 7KC. Also, high fat, high cholesterol diet (WD; casein 20%, sucrose 34%, cocoa butter 20%, and cholesterol 1%) with or without 7KC were prepared. Before we started the project, we have confirmed that CD+7KC or WD+7KC have not shown any liver injury in wild type/C57BL/6 mice even after 20 weeks (data not shown). Next, ob/ob mice at age of 6 weeks were fed CD, CD+7KC, WD, or WD+7KC for 4 weeks. Firstly, the change of body weight by 7KC was not observed both in CD and WD (**Figure 1B**). There were no difference of liver and heart weight in mice fed CD ± 7KC or WD ± 7KC (**Figure 1C**). Spleen weight of WD mice was significantly increased compared to CD (0.0017 ± 0.0001 *vs.* 0.0012 ± 0.0001; p < 0.001, **Figure 1C**), however, we could not see any difference between CD and CD+7KC or WD and WD+7KC. Similarly, in serum, alanine aminotransferase (ALT) level of WD mice was about two folds of CD (306.1 ± 68.8 *vs.* 163.5 ± 46.0; p < 0.001) and TNF-α level showed significantly higher than CD (34.1 ± 1.4 *vs.* 30.5 ± 1.9; p < 0.05), though the differences of ALT and TNF-α between CD and CD+7KC or WD and WD+7KC could not be observed (**Figure 1D**). There were no differences of total cholesterol (TC), high density lipoprotein cholesterol (HDL-C), non-HDL-C, or triglycerides in mice fed CD ± 7KC or WD ± 7KC (**Figure 1E**). These data suggested that the addition of small amount of 7-KC in diet did not affect body/organ weights, ALT, TNF-α, or lipid profiles.

**Figure 1:**
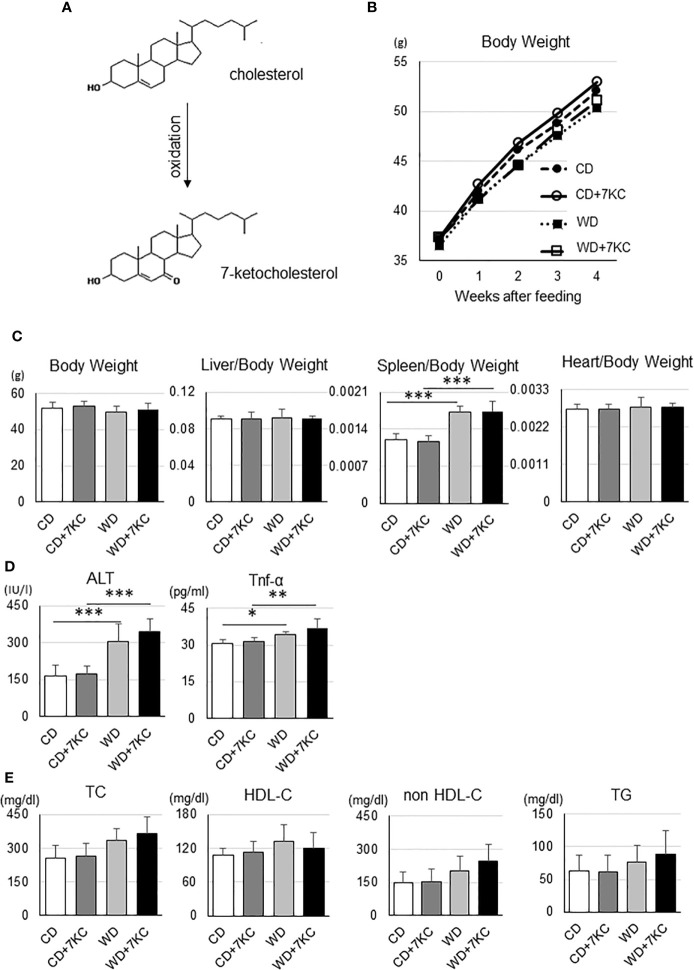
Effect of 7KC on body and organ weight, ALT, serum Tnf-α, and lipid profiles in ob/ob mice fed CD or WD for 4 weeks. **(A)** 7KC can be produced by oxidation from cholesterol, **(B)** The curve of body weight change with special diet feeding, **(C)** Body and organ weight, **(D)** Serum ALT and Tnf-α, **(E)** Lipid profiles. Plasma lipid concentrations were measured at the end of the feeding. All values are presented as the means ± SD. ANOVA with Tukey test, n = 6 per group; *p < 0.05, **p < 0.01, ***p < 0.001.

### The Addition of Small Amount of 7-Ketocholesterol in Diet, However, Accelerated Hepatic Lipid Accumulation and Inflammatory Cell Infiltration in Ob/Ob Mice

Serum ALT, TNF-α, and lipid profiles have never indicated the effect of 7KC, however, interestingly, liver sections have demonstrated dramatic changes. This is also a common problem in the patients with NAFLD. In many cases, it is quite difficult to distinguish the patients with NASH from NAFL by laboratory tests, such as liver function, lipid profiles, and inflammatory markers examination. In HE and Oil Red O staining, there were more and larger lipid droplets in CD+7KC compared to CD. The area of lipid droplets which was scanned by ImageJ software showed significantly increased (11.9 ± 2.3 *vs.* 19.1 ± 2.8; p < 0.01). In like manner, much more and larger lipid droplets could be observed in WD+7KC compared to WD. Lipid droplets area was significantly increased (19.5 ± 3.7 *vs.* 27.3 ± 3.2; p < 0.01, **Figures 2A, B**). Then, we addressed the question which kinds of lipids were accumulated by 7KC exposure. We extracted the lipids of liver and measured hepatic triglyceride (TG), total cholesterol (TC), free cholesterol (FC), and cholesterol ester (CE) contents. We found that hepatic TG content was significantly increased in CD+7KC compared to CD (57.0 ± 14.0 *vs.* 73.9 ± 10.9; p < 0.05). Similarly, 7KC significantly increased hepatic TG content in WD (90.7 ± 16.1 *vs.* 111.8 ± 16.5; p < 0.05). There were no differences of liver TC, FC, or CE in mice fed CD, CD+7KC, WD, or WD+7KC (**Figure 2C**). Thus, 7KC accelerated accumulation of TG but not cholesterol, suggesting that 7KC might alter fatty acids metabolism. Infiltration of F4/80-positive macrophages was increased in CD+7KC compared to CD (28.4 ± 6.3 *vs.* 45.2 ± 9.8; p < 0.05). In WD, 7KC could also increase the macrophage infiltration (53.4 ± 10.4 *vs.* 76.6 ± 8.3; p < 0.01, **Figure 2D**). In Sirius-red staining, the area of fibrosis was determined by ImageJ. It showed no difference in mice fed CD, CD+7KC, WD, or WD+7KC (**Supplementary Figure 1**).

**Figure 2:**
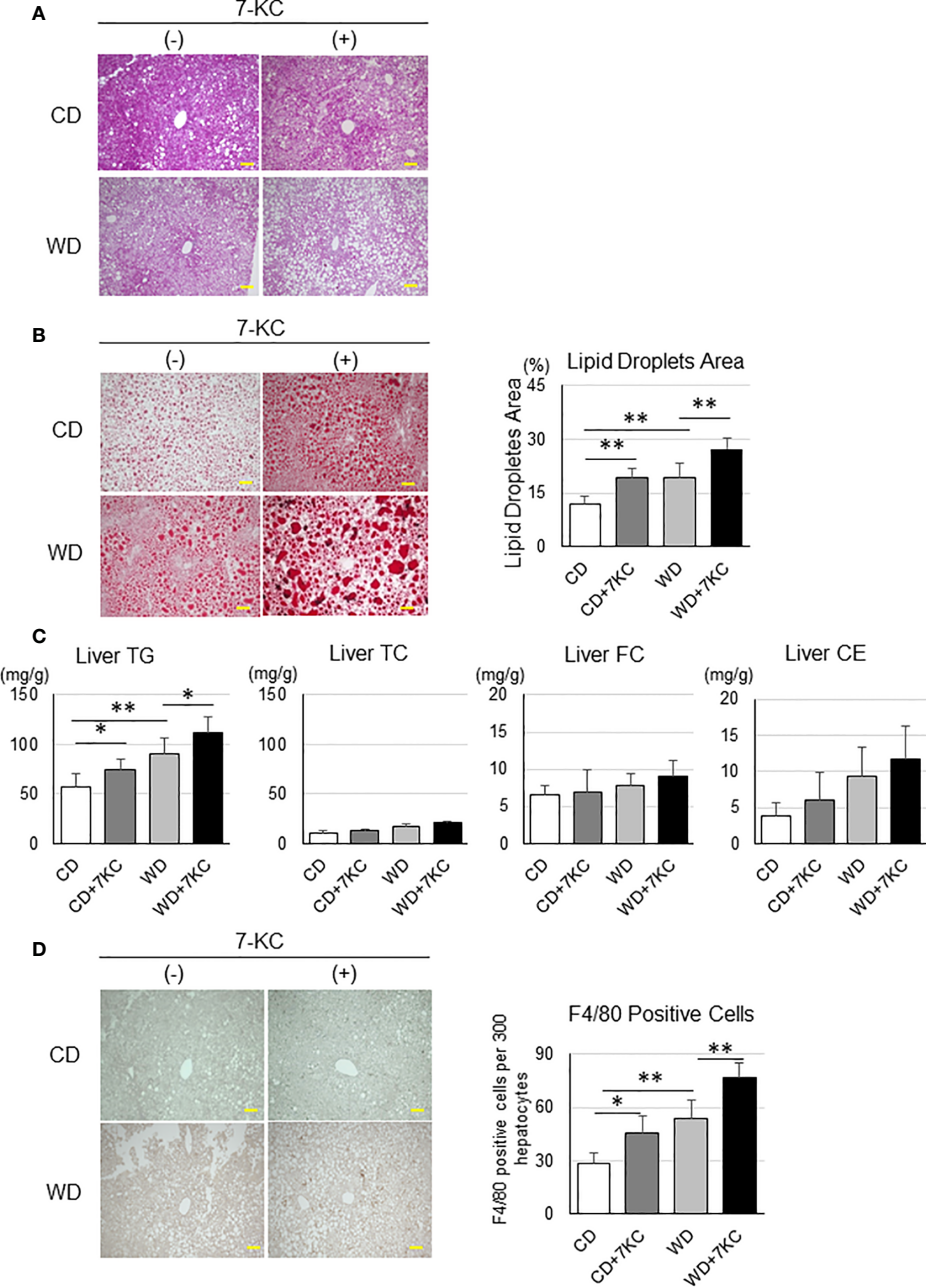
Addition of 7KC accelerated hepatic steatosis and inflammation in ob/ob mice fed CD or WD for 4 weeks. **(A)** HE staining in liver, **(B)** Oil Red O staining analysis, **(C)** hepatic lipid content, **(D)** F4/80 staining analysis. All values are presented as the means ± SD. ANOVA with Tukey test, n = 6 per group; Scale bars in **(A, B, D)** = 100 μm. *p < 0.05, **p < 0.01.

### The Supplementation of Dietary 7-Ketocholesterol Induced Inflammatory Response and Downregulated Fatty Acid Oxidation

To search the underlying molecular mechanism of accelerating hepatic lipid accumulation and inflammation, we analyzed hepatic mRNA expressions. To figure out the pathways enriched in WD+7KC, we performed RNA sequencing and put the genes whose log2 fold change was above 1 compared to WD diet into a STRING network tool. 

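RNA sequencing covered the liver of ob/ob mice, which are obese because they lack leptin, in 4 groups: CD, CD+7KC, WD and WD+7KC. Feeding started at 6 weeks of age and lasted 4 weeks, cholesterol made up 1% of every diet, and 7KC made up 0.01% of the diets that contained it. Each group had 1 library, so none of the differences between groups has a replicate check and no p-value is given across genes. The paper's text does not say whether a library came from 1 mouse or from pooled mice. The authors mapped single-end reads to the mm10 genome (GRCm38) with TopHat, computed FPKM values with Cufflinks and deposited 1 FPKM value per gene symbol and library. The tables list 24346 gene symbols, of which 7938 were at 0 in all 4 libraries. Genes above 0 FPKM numbered 14927 in CD, 15093 in CD+7KC, 14856 in WD and 15246 in WD+7KC. Read counts are not part of these tables, but low FPKM values rise in steps of whole reads. For 14589 genes with a single RefSeq mRNA, the FPKM value multiplied by the transcript length minus 200 bases was compared with multiples of a common step. Of the low values, 69.1% in CD, 70.6% in CD+7KC, 70.8% in WD and 70.4% in WD+7KC lay within 0.1 of a whole number of reads. The step sizes correspond to 11000000 mapped fragments in CD, 11000000 in CD+7KC, 9460000 in WD and 12200000 in WD+7KC. This estimate was added after the values had been seen, and the read numbers and exact (Clopper-Pearson) 95% intervals given for single genes rest on it. The intervals cover counting error only and not the variation between mice. Log2 fold changes were computed as the log2 of the ratio of FPKM + 0.1, which understates the change of genes with low values. For a gene list, the median log2 fold change was placed among the medians of 10000 random lists of the same size, drawn from 20 bins of mean FPKM, as a description of these libraries. The FPKM values summed to 715605 in CD, 696062 in CD+7KC, 699534 in WD and 602059 in WD+7KC, and the albumin gene Alb had the highest value in each library. Because of the lower sum in WD+7KC, the median log2 fold change of all genes between WD+7KC and WD was 0.002 with the deposited values and 0.21 after the libraries were rescaled to equal sums (TPM). The sign of a small change between these libraries can therefore depend on the scaling.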

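Among 15753 genes above 0 FPKM in WD or WD+7KC, the log2 fold change in WD+7KC relative to WD was above 1 for 978 genes and below -1 for 440 genes. Of the 978 genes, 564 (57.7%) were under 1 FPKM in both libraries and 326 (33.3%) were listed at 0 in WD. Read numbers could be estimated for 558 of them, and 166 of these rested on fewer than 10 reads in the 2 libraries together. The count depended on the pseudocount: 140 genes were above 1 with a pseudocount of 1 and 1907 with a pseudocount of 0.01. Restricting the genes to those with at least 1 FPKM in at least 1 of the 2 libraries left 414 above 1 and 107 below -1, and rescaling to equal sums gave 1629 above 1 and 453 below -1.
The gene sets of the STRING tool were not used here, so families of gene symbols that belong to the pathways of Fig. 3A were examined. Chemokines and their receptors had a median log2 fold change of 0.26 over 46 genes, with 29 higher and 17 lower in WD+7KC, at the 97.9 percentile of random lists. With a pseudocount of 1 that percentile was 85.8, and among the 23 genes with at least 1 FPKM the median was 0.57 (100.00 percentile). For interleukins and their receptors the median was 0.23 over 49 genes (96.3 percentile), and for the TNF ligand and receptor superfamilies it was 0.31 over 27 genes (94.2 percentile), both inside the range that holds the middle 95% of random lists. Under other settings these families lay above that range: the interleukins among genes with at least 1 FPKM (98.9 percentile), and the TNF superfamilies with a pseudocount of 1 (99.7 percentile) or 0.01 (98.7 percentile) or none (99.6 percentile). The interleukins with a pseudocount of 1 were at the 57.2 percentile. Of the families linked to cell adhesion, MHC class II genes had a median of 0.44 over 9 genes (99.3 percentile), genes with integrin symbols 0.27 over 29 genes (94.4 percentile, or 99.9 with a pseudocount of 1, 99.2 with none and 99.8 among genes with at least 1 FPKM) and claudins -0.11 over 16 genes (20.9 percentile), which became 0.022 after rescaling to equal sums. The integrin symbols include Itgb1bp1, Itgb3bp and Itgbl1, which do not encode subunits; the other 26 genes, set apart only after the values were seen, had a median of 0.34 (98.3 percentile). Ras guanine nucleotide exchange factors had a median of 0.36 over 14 genes (97.9 percentile, or 99.9 with a pseudocount of 1 and 96.3 among genes with at least 1 FPKM). The symbols of this family include Rapgef3 (1.58) and Rapgef4 (-0.16), which are named as exchange factors of Rap, so the family is not limited to Ras. The genes above 1 and below -1 numbered 8 and 3 among chemokines and receptors, 5 and 0 among interleukins and receptors, 4 and 3 in the TNF superfamilies, 4 and 1 among integrin symbols (the 1 is Itgb3bp), 3 and 2 among claudins, 2 and 0 among MHC class II genes and 4 and 0 among Ras exchange factors. Of those above 1, 3 chemokines or receptors, 2 interleukins or receptors, 2 TNF superfamily members and 1 claudin were listed at 0 in WD, and of those below -1 the 3 chemokines or receptors, the 3 TNF superfamily members and the 2 claudins were listed at 0 in WD+7KC.

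**Figure D1:**
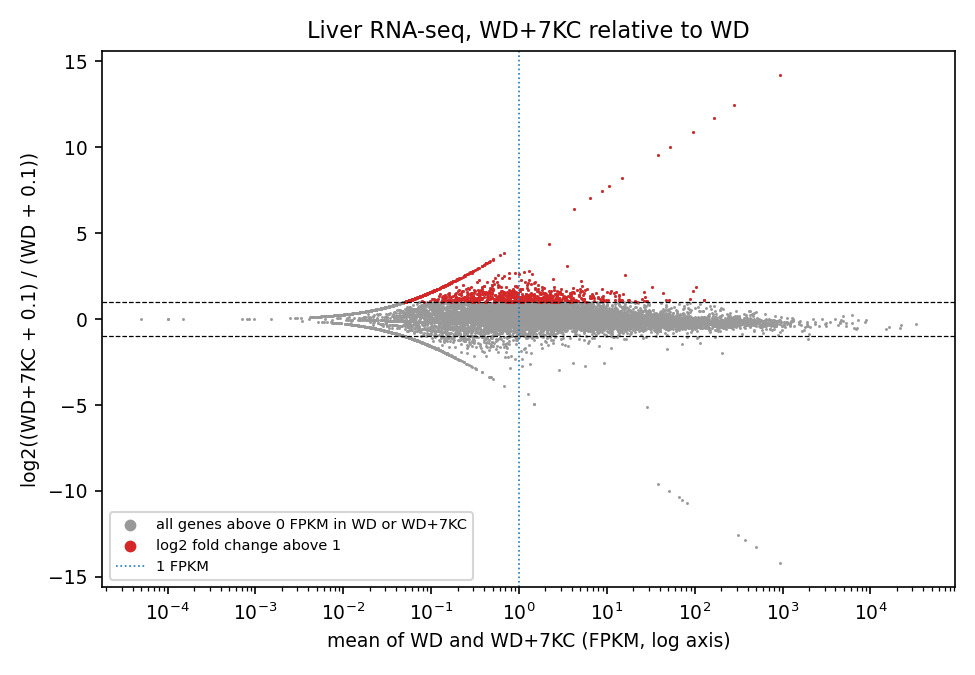
Log2 fold change of each gene in WD+7KC relative to WD (vertical axis) against the mean FPKM of the 2 libraries (horizontal axis, log scale), with the 978 genes above 1 in red, dashed lines at 1 and -1 and a dotted line at 1 FPKM. Of the red points, 564 belong to genes under 1 FPKM in both libraries, and the curved outer edges are genes listed at 0 in one of them.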

Addition of 7KC to WD upregulated a number of pathways, such as cell adhesion molecules, cytokine-receptor interaction, Ras signaling pathway, NF-kappa B signaling pathway, TNF signaling pathway, and so on (**Figure 3A**). 

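Fig. 3B shows 28 genes, and values for 25 of them are given. Nlrp4 was not analysed further, because the figure does not say which gene of that name is meant. Nlrp4a was listed at 0 FPKM in all 4 libraries. The macrophage markers were Cd163 (chromosome 6, 124304656 to 124330527, GRCm38), a scavenger receptor, and Cd83 (chromosome 13, 43784775 to 43803132). Cd163 was at 0.727 FPKM in WD and 1.91 FPKM in WD+7KC, a log2 fold change of 1.28. Cd83 was at 1.48 FPKM in WD and 3.96 FPKM in WD+7KC, a log2 fold change of 1.36 (95% counting interval 0.83 to 2.02). The median of the pair, 1.32, lay at the 99.6 percentile of random lists. The paper shows the Fig. 3B genes from these same libraries, and its text does not say how they were chosen. Percentiles of the Fig. 3B groups are therefore no independent check. The wider list of 27 macrophage and Kupffer cell markers had a median log2 fold change of 0.88 at the 100.00 percentile, and 27 of its 27 genes were higher in WD+7KC. The gene with the largest rise in it was Adgre1, which encodes F4/80, with 5.03 FPKM in WD and 14.9 FPKM in WD+7KC.
For the 6 genes of Th1, Th2 and Th17 cell differentiation the median log2 fold change was 0.74, at the 94.3 percentile, inside the range that holds the middle 95% of random lists. Without a pseudocount the median was 1.22, at the 98.7 percentile, and with a pseudocount of 1 it was 0.17, at the 85.2 percentile. Few reads stood behind these genes. In Prkcq (chromosome 2, 11172108 to 11301222), 6.5 reads were estimated in WD and 32.5 in WD+7KC, a log2 fold change of 1.55 (95% counting interval 0.67 to 3.30). H2-Oa rested on 3.2 and 9.5 reads, H2-Ob on 3.0 and 9.0, and Il12rb1 on 2.0 and 6.0 in WD and WD+7KC, and a difference was not detectable at this depth, because their intervals included 0. Lat was at 0.616 FPKM in WD and 0.639 FPKM in WD+7KC. Mapk13 (chromosome 17, 28769297 to 28780233) was lower in WD+7KC, with 0.446 FPKM in WD and 0.0694 FPKM in WD+7KC (11.6 and 2.3 reads).
The 5 inflammasome genes with values above 0 were all higher in WD+7KC, with a median log2 fold change of 0.79 at the 96.8 percentile. This lay inside the range that holds the middle 95% of random lists, also under every alternative. Nlrp3 (chromosome 11, 59541568 to 59566956) rose from 0.249 to 0.816 FPKM, a log2 fold change of 1.39, and the others ranged from 0.41 for Il1b to 0.83 for Casp1. The 95% counting interval of Casp1 was 0.021 to 1.78, while those of Aim2 and Il1b included 0.
Of the cholesterol synthesis genes, Mvd (chromosome 8, 122433601 to 122443422), which encodes mevalonate diphosphate decarboxylase, rose from 2.85 FPKM in WD to 6.09 FPKM in WD+7KC, a log2 fold change of 1.07 (95% counting interval 0.57 to 1.64). Sqle, the squalene epoxidase gene (chromosome 15, 59315077 to 59331192), rose from 3.90 to 6.74 FPKM, a log2 fold change of 0.78 (0.44 to 1.16). Fdps had 0.30 and Lss 0.26 (-0.003 to 0.53). Mvk fell from 8.11 to 4.96 FPKM, a log2 fold change of -0.70, or -0.49 after rescaling to equal sums. Pmvk fell from 25.2 to 21.5 FPKM, a log2 fold change of -0.23, or -0.016 after rescaling. Hmgcs1 and Fdft1 changed sign with the scaling, from -0.16 to 0.058 and from -0.080 to 0.14 after rescaling to equal sums. A list of 15 other targets of the transcription factor SREBP2 had a median of 0.007, with 8 higher and 7 lower, at the 92.3 percentile. After rescaling its median was 0.22, with 13 higher and 2 lower, at the 91.95 percentile.

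**Figure D2:**
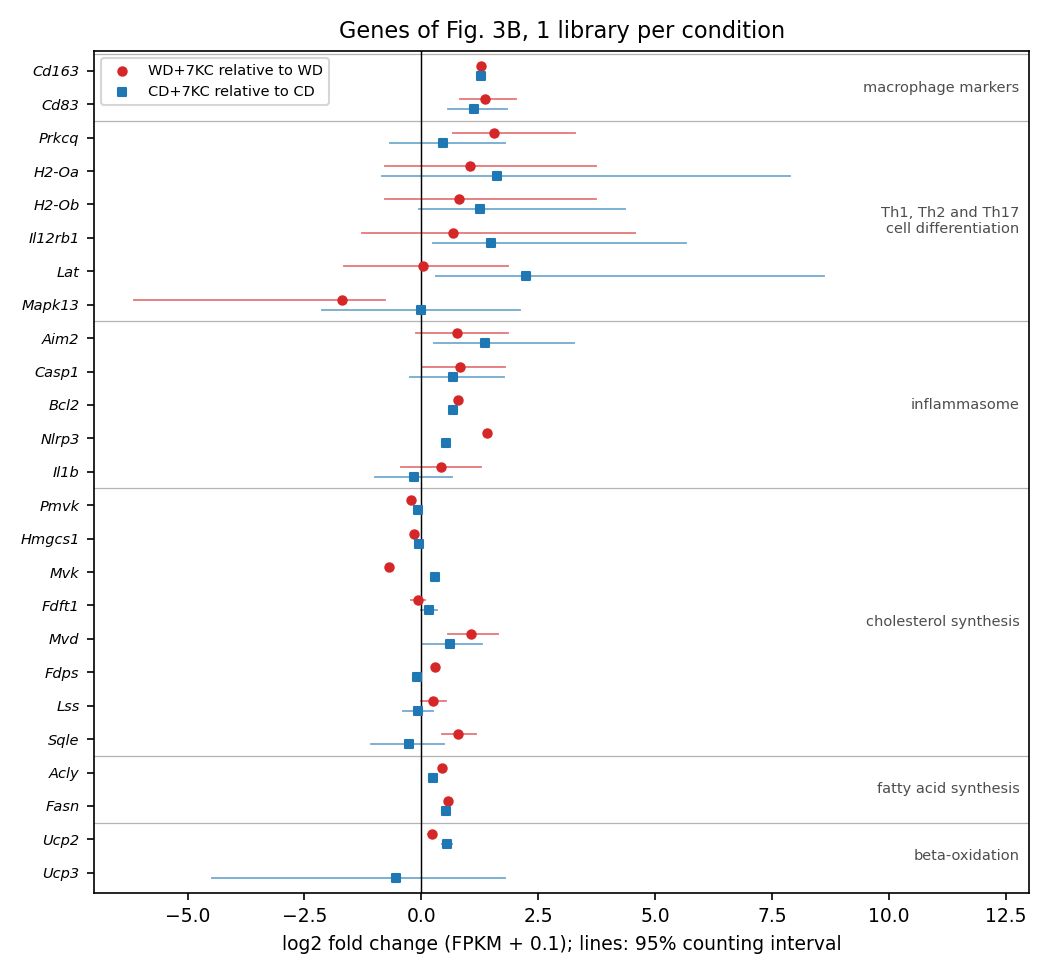
Log2 fold change (horizontal axis, pseudocount 0.1) of 25 genes of Fig. 3B in WD+7KC relative to WD (red circles) and in CD+7KC relative to CD (blue squares), 1 library per condition. Lines are exact 95% counting intervals of the ratio without a pseudocount, drawn for genes with a single RefSeq mRNA. Ucp3 has no red point because it rested on an estimated 3.0 and 2.0 reads in WD and WD+7KC. The lines are wide where reads are few, as for H2-Ob with 3.0 and 9.0 reads in WD and WD+7KC.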

We then examined each gene expression and found that 7KC upregulated most of macrophage maker genes and the genes related to Th1, Th2, and Th17 cell differentiation, inflammasomes, and cholesterol synthesis. Meanwhile, 7KC downregulated genes expression related to β-oxidation (**Figure 3B**). 

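Ucp2 and Ucp3 belong to the β-oxidation group of Fig. 3B, and their values cover part of that group. Ucp2 (chromosome 7, 100493337 to 100502020, GRCm38) was at 62.6 FPKM in WD and 72.9 FPKM in WD+7KC, a log2 fold change of 0.22 (95% counting interval 0.14 to 0.30). After rescaling to equal sums it was 0.44 (0.36 to 0.51). Its neighbour Ucp3 (chromosome 7, 100472990 to 100486432) was at 0.141 FPKM in WD and 0.0731 FPKM in WD+7KC, an estimated 3.0 and 2.0 reads, too few to show a difference at this depth.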

To confirm these expressions, we performed quantitative real-time PCR. Addition of 7KC in WD provoked a significant increase in mRNA expression of Interleukin 6 (IL-6) in ob/ob mice (1.3 ± 0.5 *vs.* 2.1 ± 0.7; p < 0.05, **Figure 3C**). TNF-α was significantly increased in WD compared to CD (1.0 ± 0.3 *vs.* 1.8 ± 0.6; p < 0.05, **Figure 3C**). However, there were no significant differences by addition of 7KC. Importantly, 7KC significantly decreased mRNA expression of *Cpt1a* in WD compared to WD+7KC (0.8 ± 0.2 *vs.* 0.5 ± 0.2; p < 0.05, **Figure 3C**) and mitochondrial complex I activity tended to decreased in WD+7KC (**Supplemental Figure 1A**). Collectively, these results suggested that 7KC induced inflammatory response and attenuated mitochondrial β-oxidation of fatty acids under triglycerides-overloading condition like WD+7KC, contributing to TG accumulation. In contrast, significant change of fibrosis gene expression could not be observed in ob/ob mice, which was consistent with the analysis of Sirius Red staining (**Figure 3C** and **Supplemental Figure 1B**).

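In the sequenced libraries, Cpt1a (chromosome 19, 3322334 to 3385733, GRCm38), which encodes the carnitine palmitoyltransferase that controls the entry of long-chain fatty acids into mitochondria, was at 155 FPKM in WD and 132 FPKM in WD+7KC, a log2 fold change of -0.24 (95% counting interval -0.29 to -0.19), or -0.019 (-0.070 to 0.031) after rescaling to equal sums. It was at 108 FPKM in CD and 92.5 FPKM in CD+7KC. Of the 500 genes nearest to it in mean FPKM, 55.8% had a smaller change between WD and WD+7KC. A list of 27 genes of fatty acid oxidation and PPARα targets had a median log2 fold change of -0.21 in WD+7KC relative to WD, with 4 genes higher and 23 lower, at the 28.0 percentile of random lists with the same mean FPKM. After rescaling the median of this list was 0.005, with 14 genes higher and 13 lower, at the 28.2 percentile. Median-ratio scaling gave -0.173 (6 higher, 21 lower) and upper quartile scaling -0.105 (9 higher, 18 lower). Without the 20 genes of highest mean FPKM the median was -0.037 (10 higher, 17 lower). Among these scalings its sign changed only with equal sums. For the 36 nuclear genes of complex I subunits the median was -0.24, at the 9.96 percentile, or -0.020 after rescaling, at the 9.38 percentile. It was -0.197 with median-ratio scaling, -0.129 with upper quartile scaling and -0.062 without the 20 genes of highest mean FPKM. From the rise of the inflammatory genes, the fall of the β-oxidation genes in Fig. 3B, the qRT-PCR of Fig. 3C and a tendency to lower complex I activity in WD+7KC, the paper proposes that 7KC induced an inflammatory response and weakened mitochondrial β-oxidation under WD+7KC, and that this contributed to the accumulation of TG.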

**Figure 3:**
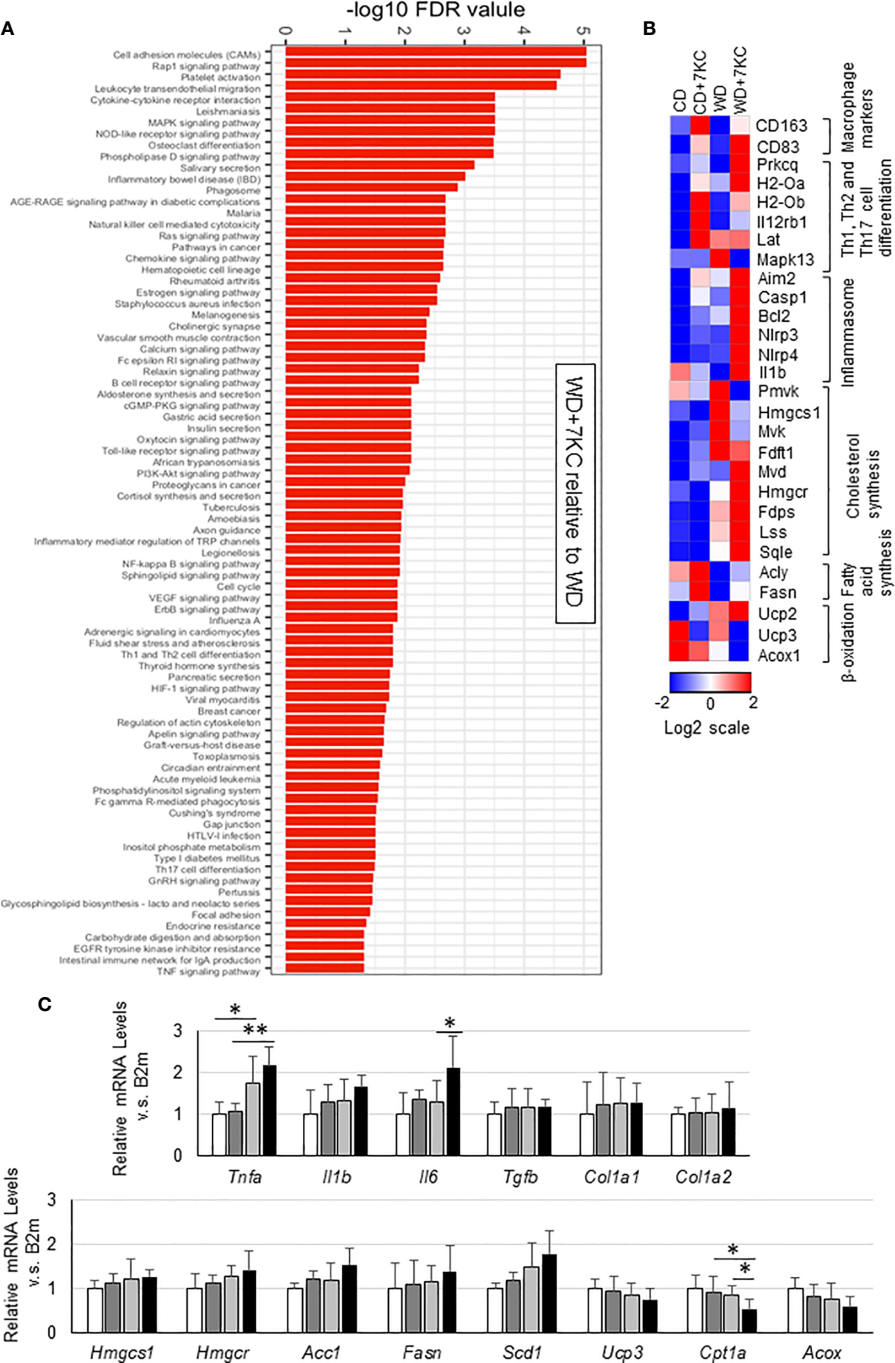
Hepatic gene expression in ob/ob mice fed CD or WD with or without 7KC for 4 weeks. **(A)** Pathways upregulated by addition of 7KC to WD, **(B)** Heatmaps from RNA-sequencing analysis, **(C)** mRNA expressions involved in inflammation and fibrosis, cholesterol synthesis, fatty acid synthesis, and β-oxidation. All values are presented as the means ± SD. ANOVA with Tukey test, n = 6 in **(C)** *p < 0.05, **p < 0.01.

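Fig. 3B also holds Acly and Fasn for fatty acid synthesis. Fasn, the fatty acid synthase gene (chromosome 11, 120805846 to 120824547, GRCm38), was at 59.4 FPKM in WD and 88.6 FPKM in WD+7KC, a log2 fold change of 0.58 (95% counting interval 0.53 to 0.62), and at 82.3 FPKM in CD and 119 FPKM in CD+7KC. Acly was at 34.8 FPKM in WD, 47.6 FPKM in WD+7KC, 59.4 FPKM in CD and 70.7 FPKM in CD+7KC. The median of the pair was 0.51 in WD+7KC relative to WD (98.7 percentile of random lists) and 0.39 in CD+7KC relative to CD (97.9 percentile, or 95.9 with random lists drawn from 50 bins of mean FPKM). A wider list of 16 fatty acid synthesis genes had a median of 0.008 in WD+7KC relative to WD, with 8 higher and 8 lower. It lay at the 99.43 percentile because random lists had a median of -0.144. In CD+7KC relative to CD its median was 0.074, with 13 higher and 3 lower (96.48 percentile). In CD+7KC relative to CD, 603 genes had a log2 fold change above 1 and 456 below -1. The pair of macrophage markers had a median of 1.20 there (99.2 percentile), the Th genes 1.38 (99.9 percentile), and the inflammasome genes 0.67 (97.03 percentile). The last percentile lay inside the range that holds the middle 95% of random lists, and it was 84.63 with a pseudocount of 1. Few reads stood behind the Th genes here too. In CD and CD+7KC, Lat rested on 1.0 and 9.0 estimated reads, H2-Oa on 1.1 and 5.3, and Il12rb1 on 2.0 and 11.0. The counting intervals of Lat and Il12rb1 lay above 0, while those of H2-Oa, H2-Ob, Prkcq and Mapk13 included 0. Because Fig. 3B has few genes in each group, the percentiles of its groups describe short lists. They are also not independent of the paper's choice of genes, which it shows from the same libraries. The wider macrophage and Kupffer cell list had a median of 0.365 (100.00 percentile), with 19 genes higher and 8 lower in CD+7KC. Across 15029 genes, the log2 fold changes under the diets had a Spearman rho of 0.107; genes are not independent replicates, so no p-value is attached to it.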

### The Addition of 7-Ketocholesterol Suppressed Autophagy Process

To further explain the mechanism of 7KC accelerating steatohepatitis in ob/ob mice, we analyzed the mRNA and protein expressions involved in autophagy process since reduced autophagy in liver could result in marked hepatic steatosis (23). 

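Fig. 4A shows 17 genes of the autophagy process. With the deposited FPKM values, 4 were higher and 13 lower in WD+7KC than in WD, with a median log2 fold change of -0.096 at the 13.2 percentile of random lists. After rescaling to equal sums, the median of the 17 genes was 0.12, at the 12.8 percentile, and Becn1, Atg4c, Atg9a, Atg13, Atg16l2, Atg12, Atg4b and Atg4d changed sign. For Becn1, Atg3, Atg5, Atg7, Atg10, Atg13 and Atg14 the median was -0.27, with 7 of 7 lower and a percentile of 1.56. Under rescaling it was -0.055, with 2 higher and 5 lower and a percentile of 1.82. The paper names these 7 genes as decreased in the same libraries, so their percentiles are no independent check.
Becn1 (chromosome 11, 101285952 to 101302286, GRCm38), which encodes Beclin 1, was at 37.7 FPKM in CD, 35.7 in CD+7KC, 35.2 in WD and 33.3 in WD+7KC. Its log2 fold change in WD+7KC relative to WD was -0.082, or 0.13 after rescaling. Atg5 (chromosome 10, 44268358 to 44364291) fell from 28.0 FPKM in WD to 22.6 FPKM in WD+7KC, a log2 fold change of -0.30 (95% counting interval -0.47 to -0.14). Atg3 (chromosome 16, 45158785 to 45188538) had -0.27 (-0.42 to -0.13), Atg14 (chromosome 14, 47540893 to 47570649) -0.33 (-0.64 to -0.024) and Atg10 -0.38 (-0.91 to 0.14), so that a difference in Atg10 was not detectable at this depth. Atg7 fell from 16.6 to 14.1 FPKM, a log2 fold change of -0.23, and Atg13 from 11.8 to 11.4 FPKM, a log2 fold change of -0.050 that became 0.17 under rescaling. Of the 12 genes of Fig. 4A with a counting interval, 3 had an interval below 0, 2 above 0 and 7 included 0 with the deposited values; after rescaling, none lay below 0, 4 lay above 0 and 8 included 0. The genes with intervals above 0 in the deposited values were Dram1, with an estimated 14.0 reads in WD and 36.0 in WD+7KC, and Atg2b, with 157 and 251.

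**Figure D3:**
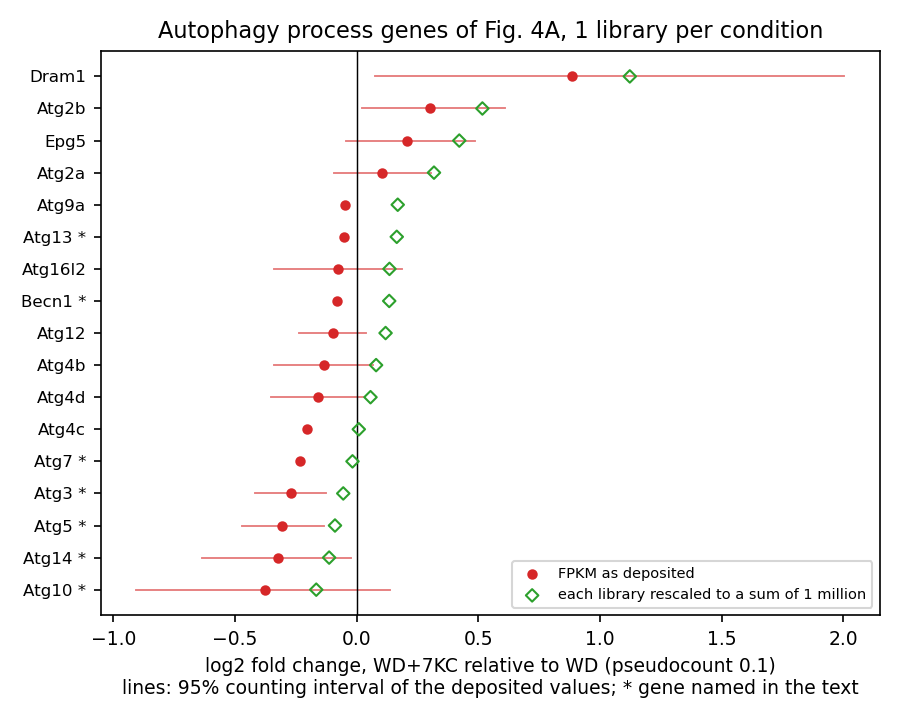
Log2 fold change in WD+7KC relative to WD (horizontal axis, pseudocount 0.1) of the 17 autophagy process genes of Fig. 4A, with the deposited FPKM values (red circles) and after the libraries were rescaled to equal sums (green diamonds), 1 library per condition. Lines are exact 95% counting intervals for the 12 genes with a single RefSeq mRNA, and asterisks mark the 7 genes the paper names; rescaling moves the median of the 17 genes from -0.096 to 0.12.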

In WD+7KC, it showed decreased in the expression of genes related to autophagy process (Becn1, Atg3, Atg5, Atg7, Atg10, Atg13, and Atg14) (**Figure 4A**). Levels of LC3-II protein were decreased in WD+7KC compared to WD. Rubicon protein expression tended to increase in WD+7KC compared to WD (**Figure 4B**). These data suggested that 7KC suppressed autophagy process and this might be one of the reasons leading to severer steatohepatitis with obese.

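A list of 26 other autophagy and lysosome genes had 25 genes with values in WD or WD+7KC. Of these, 8 were higher and 17 lower in WD+7KC, with a median log2 fold change of -0.093 at the 63.7 percentile of random lists. After rescaling to equal sums 19 were higher and 6 lower, with a median of 0.12 at the 62.5 percentile. Map1lc3b (chromosome 8, 121590361 to 121598760, GRCm38), which encodes LC3B, was at 125 FPKM in WD and 106 FPKM in WD+7KC, a log2 fold change of -0.23 (95% counting interval -0.30 to -0.15), or -0.012 (-0.087 to 0.063) after rescaling. It was at 97.3 FPKM in CD and 87.8 FPKM in CD+7KC. In CD+7KC relative to CD, the genes of Fig. 4A had a median of -0.025 (46.8 percentile). From the lower expression of the autophagy genes in WD+7KC together with the LC3-II and Rubicon proteins of Fig. 4B, the paper proposes that 7KC suppressed the autophagy process, and gives this as a possible reason for the more severe steatohepatitis.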

**Figure 4:**
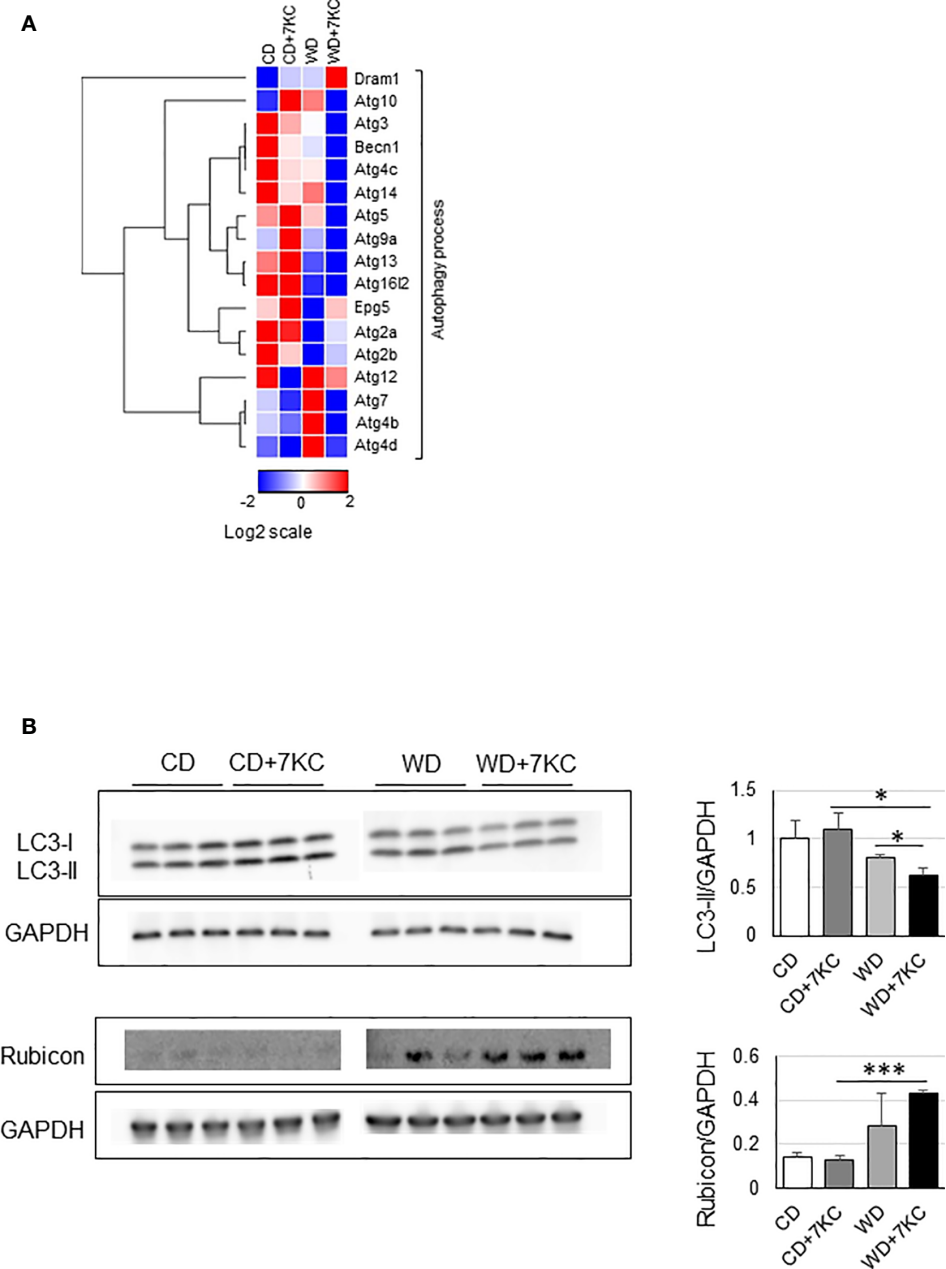
Effect of 7KC on autophagy in liver of ob/ob mice fed CD or WD for 4 weeks. **(A)** Heatmap of autophagy process-related genes, **(B)** Western bot for LC3-II and Rubicon. All values are presented as the means ± SD. ANOVA with Tukey test, n = 3 in B; *p < 0.05, ***p < 0.001.

### The addition of 7-Ketocholesterol accelerated steatohepatitis in Db/Db mice

To determine whether 7KC exacerbates steatohepatitis in a T2DM obese model, we fed db/db mice with WD ± 7KC for 4 weeks. In serum, ALT, TNF-α, and IL-1β showed no differences with or without 7KC (**Figure 5A**). The change of lipid profiles could not be observed (**Figure 5B**). Liver histology showed same effect of 7KC with ob/ob mice. Hepatic steatosis and infiltration of macrophages were severer with addition of 7KC (**Figure 5C**). Liver TG content significantly increased in WD+7KC compared to WD (82.7 ± 5.5 *vs.* 98.3 ± 7.7; p < 0.05, **Figure 5D**). We analyzed hepatic mRNA expressions of genes involved in inflammatory and fibrosis in db/db mice. Interestingly, expression of IL-1β mRNA significantly increased in WD with 7KC (1.0 ± 0.1 *vs.* 1.6 ± 0.2; p < 0.05, **Figure 5E**).

**Figure 5:**
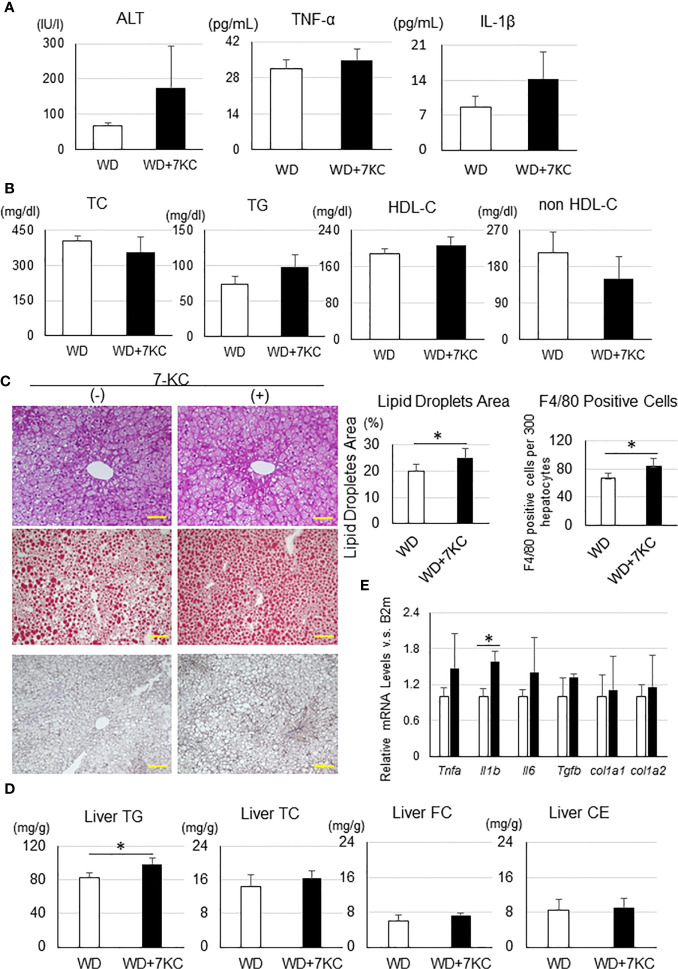
Effect of 7KC on body and organ weight, ALT, lipid profiles, liver histology, hepatic lipid content, and mRNA expression in db/db mice fed WD for 4 weeks. **(A)** Serum ALT, TNF-α, and IL-1β, **(B)** Lipid profiles, **(C)** HE staining, Oil Red O staining analysis, and F4/80 staining analysis, **(D)** mRNA expression, **(E)** Hepatic lipid analysis. All values are presented as the means ± SD. Student t test, n = 3 per group; *p < 0.05.

### The Addition of 7-Ketocholesterol in Diet Did Not Affect Intestinal Lipid Absorption or Glucose Metabolism

To further investigate whether 7KC might have a primary effect on intestinal lipid absorption, lipid absorption test was performed (**Supplemental Figure 1C**). There were no differences of cholesterol and 7KC absorption between WD and WD+7KC. In addition, intraperitoneal glucose tolerance test (IPGTT) demonstrated no difference of glucose tolerance between WD and WD+7KC (**Supplemental Figure 2C**).

## Discussion

Oxysterols are categorized to two types, endogenous and exogenous sterols. Endogenous oxysterols such as 22-hydroxycholesterol and 27-hydroxycholesterol, are produced by endogenous enzymes when intracellular cholesterol excess, and act as a ligand for the nuclear receptor, liver X receptor (LXR), causing activation of a series of genes that carry cholesterol out of cells. Endogenous sterols are catabolized after acting as a ligand. On the other hand, exogenous sterols may be present in the diet and absorbed through NPC1L1 in intestine (29). Among the exogeneous oxysterols, those oxidized at the C7-position, such as 7KC, were detected in the atherosclerotic plaques (22). This could be explained by low expression level of ATP-binding cassette G1 (ABCG1) in macrophages, which can export 7KC from cells (30). Interestingly, ABCG1 mainly expresses in spleen, lung, and adrenal gland, but not in liver (30). Therefore, we hypothesized that 7KC may accelerate steatohepatitis similarly to CVD. Our results have clearly demonstrated that relatively small amount of dietary 7KC in which the ratio of cholesterol to 7KC was 100:1, accelerated hepatic lipid accumulation and macrophages infiltration in two types of obese mice. Importantly, addition of 7KC mainly increased hepatic TG, but not cholesterol. This could be explained by attenuating *Cpt1a* expression, represent of mitochondrial fatty acid β-oxidation, suggesting 7KC accumulation in organelles, especially mitochondria (31). Further investigation about membrane lipid composition on and in the cell will be required.

Regarding lipid content in NAFLD, fatty acids and TG were well investigated (32–34). These may be linked to the findings that low dietary sugar would effective in the patients with NAFLD (11, 12). In terms of cholesterol, it has been reported that desmosterol, a precursor of cholesterol, could predict steatohepatitis in human (35). Recently, Schnabel L. et al. have nicely demonstrated that ultra-processed food consumption would increase mortality (36). Because processed meat such as sausage and bacon are considered to contain relatively increased oxidized cholesterol, contribution of dietary 7KC in development of NAFLD could not be ignored and we should pay more attention to lipid quality in food.

As a causal risk factor of NAFLD, genetic background was well investigated. Previous genome-wide association study (GWAS) has revealed that I148M single nucleotide polymorphism (rs738409C> G) in patatin-like phospholipase domain containing 3 (PNPLA3) was detected as a susceptibility gene involved in the development of NAFLD/NASH (37, 38). However, these individuals with a minor allele has not shown higher incident ratio of CVD, suggesting that there might not be a genetic background sharing with NAFLD and CVD (9).

There are several limitations in this study. Although the importance of hepatic fibrosis in the point of mortality has been indicated (6, 39, 40), our analysis of Sirius Red staining and mRNA expression of fibrosis related genes could not indicate the effect of 7KC (**Supplementary Figure 1B**). Previous studies using ob/ob mice have shown that fibrosis was modest and that it was hardly aggravated by different factors. This resistance to fibrosis is attributable to the lack of leptin signaling which activates stellate cells and promotes fibrogenesis (41, 42). In addition, leptin has been demonstrated to promote inflammatory response with regulating the production of several cytokines like TNF-α and IL-6 (43). Thus, further investigations will be worth in another obese or diabetic model such as diet-induced obesity mice or streptozotocin-induced diabetic mice, to determine the effect of 7KC on hepatic fibrosis.

Collectively, we have proved that addition of 7KC in diet aggravated hepatic steatosis and inflammation without any change of body weight, serum lipid concentration and ALT level, suggesting the difficulties to diagnose the patients with NASH. A biomarker to distinguish NASH from NAFL such as Mac-2 binding protein is always valuable (44, 45). We would propose that dietary 7KC in diet could be an effective therapeutic target to reduce the burden of NAFLD/NASH and further investigation of serum 7KC as a biomarker for NAFLD/NASH will be expected.

## Data Availability Statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) accession number GSE159234.

## Ethics Statement

The animal study was reviewed and approved by the Ethics Review Committee for Animal Experimentation of Osaka University Graduate School of Medicine.

## Author Contributions

JC and MK conceptualized the study. MK and YK developed the methodology. JC, AS, KK, DO, TOk, HI, KT, MA, and YZ conducted the investigation. TH and DO performed the RNA-Seq. JC and MK wrote and prepared the original draft. YK, MO, TS, II, TOh, MN, SY, and YS wrote, reviewed, and edited the manuscript. YS supervised the study. MK acquired the funding. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by a grant from the Program for Basic and Clinical Research on Hepatitis from Japan Agency for Medical Research and development (AMED) (Grant Number JP19fk0210031), JSPS KAKENHI grants (Grant Numbers 18H03532, 17H02100, 18K11020, 18K16026, 18H06222, 19K11766, 20K08383, and 20K17149) from the Japan Society for the Promotion of Science, and a grant from Project MEET, Osaka University Graduate School of Medicine/Mitsubishi Tanabe Pharma Corporation. The funder, Mitsubishi Tanabe Pharma Corporation, was not involved in the study design, collection, analysis, interpretation of data, the writing of this article or the decision to submit it for publication.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Dietary Oxysterol, 7-Ketocholesterol Accelerates Hepatic Lipid Accumulation and Macrophage Infiltration in Obese Mice
**Source:** Front Endocrinol (Lausanne). 2021 Mar 10;11:614692. doi: 10.3389/fendo.2020.614692
**Supplement:** Supplementary file 3

**Supplemental Table S1. Primer list used for Real-time Quantitative RT-PCR.**

| TaqMan^®^ probes | |
| --- | --- |
| Tumor necrosis factor a (*Tnfa* ) | Mm00443258_m1 |
| Interleukin 1 beta (*Il1b*) | Mm00434228_m1 |
| Interleukin 6 (*Il6*) | Mm00446190m1 |
| Transforming growth factor beta (*Tgfb*) | Mm01178820_m1 |
| Collagen type I alpha 1 chain (*Col1a1*) | Mm00801666_m1 |
| Collagen type I alpha 2 chain (*Col1a2*) | Mm00483888 |
| 3-Hydroxy-3-Methylglutaryl-CoA Synthase 1 (*Hmgcs1*) | Mm01304569₋m1 |
| 3-hydroxy-3-methyl-glutaryl-CoA reductase (*Hmgr*) | Mm01282499_m1 |
| Acetyl-CoA carboxylase 1 (*Acc1*) | Mm01304257_m1 |
| Fatty acid synthase (*Fasn*) | Mm00662319_m1 |
| Stearoyl-CoA desaturase-1(Scd1) | Mm00772290_m1 |
| Uncoupling Protein 3 (*Ucp3*) | Mm01163394_m1 |
| Carnitine palmitoyltransferase Ia (*Cpt1a*) | Mm01231183_m1 |
| Acyl-CoA Oxidase 1 (Acox) | Mm01246835_m1 |
| Beta-2-Microglobulin (B2m) | Mm004377762₋m1 |

How the deposited data were processed for this re-analysis (not part of the article)

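Gene expression was measured by RNA sequencing of liver from male ob/ob mice in 4 groups (CD, CD+7KC, WD and WD+7KC) with 1 library per group. The authors prepared stranded mRNA libraries, sequenced single-end reads, mapped them to mm10 (GRCm38) with TopHat, Bowtie2 and SAMtools, computed FPKM values with Cufflinks and deposited 1 FPKM value per gene symbol and library. The paper's text does not state the gene annotation, the Cufflinks options, the pseudocount or the filter behind its fold changes, or the number of mice behind a library. No symbol was listed more than 1 time in a library, so no values were merged.

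From the deposited FPKM values, log2 fold changes were computed with a pseudocount of 0.1 for genes above 0 FPKM in at least 1 of the 2 libraries compared. The comparisons were WD+7KC relative to WD and CD+7KC relative to CD. Genes with a log2 fold change above 1 or below -1 were counted. A gene list was described by its median log2 fold change and by the percentile of that median among 10000 random lists of the same size drawn from 20 bins of mean FPKM (seed 1). A list result was singled out when it lay outside the middle 95% of random lists. Because each group had 1 library, no p-value was computed across genes, and no percentile describes the variation between mice. The comparisons under the 2 diets were set beside each other with a Spearman correlation across genes and with 1000 shuffles of the genes within bins of mean FPKM.

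Before the data were examined, the following were set: the pseudocount, the threshold, the gene lists, the symbol families, the main alternatives and the rule for the genes named in the text. That rule covers each gene named in the paper's text, in Fig. 3B, in Fig. 4A or among the qRT-PCR assays. It also covers the 5 genes with the largest rise and the 5 with the largest fall in WD+7KC relative to WD among genes with a mean of at least 1 FPKM over the 4 libraries, and the members with the largest and smallest change of each added list. Map1lc3b was added because the paper reports its protein, Fabp4, Adipoq and Plin1 as markers of fat tissue, and the extremes among genes at least 200 bases long because the rule had picked short genes. These additions were made after the values had been seen.

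Gene coordinates, transcript lengths and GC content came from the GENCODE vM21 annotation and transcript sequences (GRCm38), and RefSeq mRNAs from the RefSeq identifiers linked to GENCODE transcripts. Sequencing depth was estimated from the steps between low FPKM values of genes with a single RefSeq mRNA, using the transcript length minus 200 bases. The estimate gave 11000000 fragments in CD, 11000000 in CD+7KC, 9460000 in WD and 12200000 in WD+7KC. For genes with several mRNAs, read numbers were estimated from the longest RefSeq mRNA and given without intervals. Both estimates were added after the values had been seen. At 1 FPKM this gives 11.0 reads per kilobase of transcript in CD, 11.0 in CD+7KC, 9.46 in WD and 12.2 in WD+7KC. Folds were not given where both libraries had at most 3 estimated reads or where a library was listed at 0. Exact (Clopper-Pearson) 95% intervals cover counting error between 2 libraries only and hold for the deposited scaling unless a rescaled interval is named.

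The alternatives were a pseudocount of 1 or 0.01, no pseudocount for genes above 0 FPKM in both libraries, a filter of at least 1 FPKM, rescaling to equal sums (TPM), scaling to the upper quartile, median-ratio scaling, rescaling without the 20 genes of highest mean FPKM, 50 bins for the random lists, and thresholds of 0.585 and 2. A filter on genes at least 200 bases long was added after the values had been seen. It also leaves out genes without an annotated length.

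The code was tested on simulated data. For 200 genes with a set change, 100.0% of the computed changes had the right direction, with a median difference of 0.028 from the true log2 change. Of 200 unchanged lists of 20 genes, 6.0% lay outside the middle 95% of random lists, and of 200 lists shifted by 0.5, 100.0% lay above it. The simulated read depths were recovered over 13926 genes with the 200-base term, but these were simulated under the same model, so that the test checks the code and not the model.

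Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The qRT-PCR, western blot, serum, histology and db/db measurements were not analysed here. Some genes, and the group results that need them, are not reported here. The STRING enrichment was not repeated because its gene sets were not used here.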

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

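The tests of library scaling, of the WD library, of cell shares and of the reads behind genes with opposite signs were chosen only after the results they bear on had been seen, while those of transcript length, GC content and reads behind the gene lists were not.

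Of 60 list results (30 gene lists and symbol families besides those of the paper, under each diet), 21 lay outside the middle 95% of random lists, where 3.0 would be expected by chance. Genes within a list tend to move together, so chance can give more than this. In WD+7KC relative to WD, higher medians were found for macrophage and Kupffer cell markers (0.88), endothelial cell markers (1.46), stellate cell and fibrosis genes (0.32), cell cycle genes (0.57), MHC class II genes (0.44), Ras guanine nucleotide exchange factors (0.36), chemokines and their receptors (0.26), unfolded protein response genes (0.106) and the wider fatty acid synthesis list (0.008), and a lower one for erythroid genes (-0.39). In CD+7KC relative to CD, higher medians were found for cell cycle genes (0.80), macrophage and Kupffer cell markers (0.365), endothelial cell markers (0.365), MHC class II genes (0.33) and Ras guanine nucleotide exchange factors (0.295), and lower ones for stellate cell and fibrosis genes (-0.49), cholangiocyte markers (-0.44), white fat genes (-0.345), claudins (-0.305), hepatocyte genes (-0.18) and cytosolic ribosomal proteins (-0.057). A median near 0, such as that of the wider fatty acid synthesis list, can stand apart when genes of similar expression fell.

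After a fit on transcript length, GC content and mean FPKM was removed, 19 of the 21 list results still lay outside the middle 95%. The exceptions were the hepatocyte genes in CD+7KC (3.23 percentile) and the erythroid genes in WD+7KC (16.45 percentile). For the erythroid genes the fit could be made with 6 of the 8 members, and those 6 lay at the 16.68 percentile without the fit, so the fit itself hardly moved them. The 5 erythroid genes with at least 1 FPKM all fell (median -0.90). With members of at least 1 FPKM, 19 of the 21 lay outside. The exceptions were the Ras guanine nucleotide exchange factors in WD+7KC (96.27 percentile) and in CD+7KC (56.58 percentile), for which few reads are a candidate explanation. Reads shared between related genes, which could matter for the MHC class II and ribosomal protein genes, were not tested. Differences between the diets were not tested.

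The endothelial cell markers in WD+7KC relative to WD were examined further because they stood out among the 60 list results, so the tests on them are not independent of that choice. All 15 markers rose, from 0.73 for Ehd3 to 1.95 for Kdr, which was at 2.09 FPKM in WD and 8.36 FPKM in WD+7KC. The other scalings of the libraries could not test the rise, since each of them raises WD+7KC relative to WD (the lowest median was 1.497), and a part of scaling in it cannot be told apart. After the fit on transcript length and GC content the list lay at the 100.00 percentile and 1.41 above the median of random lists, against 1.48 before the fit. The 9 markers that had at least 10 estimated reads in both libraries lay at the 100.00 percentile and 1.55 above it. Neither explanation therefore accounts for the whole rise. A low WD library was tested by comparing WD+7KC with CD+7KC, where the list again lay at the 100.00 percentile (median 0.76). Relative to CD, the median in WD+7KC was 1.22, also at the 100.00 percentile. The WD library nonetheless had lower values of these markers, with a median of -0.22 relative to CD (4.26 percentile, inside the middle 95%) and -0.63 relative to CD+7KC (0.00 percentile). The size of the rise therefore depends on the library it is set against, and with 1 library per group a low library cannot be told apart from an effect of the WD diet. A different share of non-hepatocyte cells in the tissue sequenced cannot be ruled out. The macrophage list, the endothelial list and the list of stellate cell and fibrosis genes had higher medians in WD+7KC. In the last of these 11 genes rose, most of all Tgfb1 (1.22). In the same list 4 genes fell, among them Lrat (-0.24, 95% counting interval -0.45 to -0.033). Of the 20 hepatocyte genes, 19 fell with the deposited values (median -0.23). That fall depends on the scaling, with 14 of 20 lower (median -0.056) without the 20 genes of highest mean FPKM and 10 of 20 lower (median -0.014) after rescaling to equal sums. The hepatocyte list lay at the 23.42 percentile, but random lists of the same mean FPKM had a median of -0.198 and may hold many genes of hepatocytes, so that percentile cannot show a lower share of them. Not every list of non-hepatocyte cells rose. Inside the middle 95% were T and NK cell markers (0.060, 24.91 percentile), neutrophil markers (-0.089, 14.66 percentile), cholangiocyte markers (0.19, 68.62 percentile) and B cell markers (0.31, 77.59 percentile). The erythroid genes lay below it (-0.39, 0.58 percentile). Their 6 members with an annotated length lay at the 16.68 percentile. The members without one include Hbb-b1, the largest fall of the list (-1.37), so that percentile does not show short genes behind the fall. The rise may reflect the diet with 7KC, the share of cells in the piece of liver or the mice behind a single library, and these cannot be told apart here.

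Among the named genes, 14 had log2 fold changes beyond 0.5 in opposite directions under the diets, and none of these differences was tested. Members with the largest or smallest change of a list were named for that change, which favours such pairs. Of the 10 genes with a read estimate, 5 had under 10 reads in a library (Tnf, Gm5512, Cd3g, Klrd1 and Pax5). Few reads behind the values therefore do not account for the set, since the 5 others had at least 10 reads in each library, and no other explanation was tested for them. In WD+7KC relative to WD and in CD+7KC relative to CD, these 5 had 1.04 (95% counting interval 0.53 to 1.60) and -1.22 (-1.96 to -0.58) for Cd14, 0.795 (0.006 to 1.68) and -1.44 (-2.64 to -0.47) for Timp1, 0.615 and -1.29 for Tnfrsf12a, 0.565 and -1.17 for Spp1, and -1.04 (-2.09 to -0.35) and 0.70 (-0.053 to 1.58) for Itgb3bp, so that for Itgb3bp the interval under CD includes 0. Their estimated reads in CD, CD+7KC, WD and WD+7KC were 64.2, 26.7, 41.5 and 112 for Cd14, 31.1, 11.0, 19.0 and 43.1 for Timp1, 366, 150, 255 and 503 for Tnfrsf12a, 1419, 630, 1529 and 2908 for Spp1, and 21.6, 36.9, 33.9 and 19.5 for Itgb3bp.

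Of the genes with few reads, Tnf had 0.99 and -0.89 in the same order, on 5.1, 2.1, 2.1 and 6.9 reads, and Gm5512 had 3.11 and -0.77, on 106, 62.0, 8.2 and 104 reads. In WD+7KC relative to WD, Cd3g had -1.66 and Klrd1 -1.60, with 3.0 reads or fewer behind Cd3g in both CD libraries and Klrd1 listed at 0 in CD. Rpph1, a short gene without a read estimate, had -2.74 and 1.42. The computed values of other genes are set by the pseudocount where a library is listed at 0 and are not folds: -12.85 for Mir678 (at 0 in CD and WD+7KC), -1.74 for Cldn20 (at 0 in CD and WD+7KC) and 0.86 for Pax5 (at 0 in CD+7KC and WD). 1810041H14Rik had -2.98 in WD+7KC relative to WD and was listed at 0 in CD. No biological explanation was tested for these genes.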

How the results depend on the processing

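The filter on transcript length, the read estimates and the restriction of the integrin symbols to subunits were chosen only after the values had been seen, and the other alternatives were not. Over the alternatives, 672 values of gene counts, list medians and the correlation between diets kept their direction and their side of the threshold, 52 list medians reversed, 15 list results became stronger, 11 became weaker, and 21 gene counts moved by more than 1.5 times. For single genes 752 values were unchanged in direction and threshold, 31 reversed, 22 became stronger and 20 weaker. The library scalings gave 42 of the 52 reversed list medians and all 31 reversed genes. They shift all genes nearly alike, so values near 0 reverse and percentiles can hardly move, and these parts of the tally do not measure stability. Here stronger and weaker mean that a list entered or left the outer 5% of random lists, or that a gene crossed a log2 fold change of 1. The cause of the changes was not tested. Summing repeated symbols could not change a value, because no symbol was repeated, and no replicate could be left out. No paired analysis was possible because each group had 1 library. The restriction to integrin subunits is outside this tally; it moved the median in WD from 0.27 (94.39 percentile) to 0.34 (98.32 percentile).

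Counts of genes depended most on the pseudocount and the threshold. With the main choices 978 genes were above 1 and 440 below -1 in WD+7KC relative to WD, and 603 and 456 in CD+7KC relative to CD. The corresponding 4 counts were 140, 49, 65 and 48 with a pseudocount of 1, 1907, 923, 1375 and 1005 with a pseudocount of 0.01, and 414, 107, 170 and 117 for genes with at least 1 FPKM. They were 2230, 1080, 1627 and 1115 past a 1.5-fold change, and 119, 71, 98 and 67 past a log2 fold change of 2. After rescaling to equal sums 1629 genes were above 1 in WD+7KC. More genes lay above than below the threshold in each diet under each alternative, and in WD+7KC relative to WD the share above was 69.0% with the main choices and 62.6% to 79.5% over the others. Spearman rho between the diets ranged from 0.099 to 0.115.

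In WD+7KC relative to WD, the median of all genes was 0.002 with the deposited values, 0.21 with equal sums, 0.17 without the top 20 genes, 0.10 with the upper quartile and 0.039 with the median ratio, and small changes reversed. After rescaling to equal sums the reversed list medians became 0.12 for the 17 Fig. 4A genes, 0.12 for neutrophil markers, 0.11 for the light-phase clock genes, 0.024 for the dark-phase clock genes, 0.16 for LXR targets, 0.005 for fatty acid oxidation, 0.12 for the wider autophagy list, 0.012 for sex-specific genes, 0.022 for claudins and 0.049 for ribosomal proteins. Reversed genes became 0.058 for Hmgcs1, 0.14 for Fdft1, 0.13 for Becn1, 0.009 for Atg4c, 0.17 for Atg9a, 0.17 for Atg13, 0.14 for Atg16l2, 0.12 for Atg12, 0.080 for Atg4b, 0.057 for Atg4d, 0.061 for Scd1 and 0.19 for B2m. Without the top 20 genes the medians were 0.077 for the 17 Fig. 4A genes, 0.083 for neutrophil markers, 0.070 for the light-phase clock genes, 0.12 for LXR targets, 0.081 for the wider autophagy list, 0.001 for claudins and 0.007 for ribosomal proteins, and the genes 0.016 for Hmgcs1, 0.094 for Fdft1, 0.092 for Becn1, 0.13 for Atg9a, 0.12 for Atg13, 0.093 for Atg16l2, 0.077 for Atg12, 0.038 for Atg4b, 0.015 for Atg4d, 0.019 for Scd1 and 0.15 for B2m. With the upper quartile they were 0.010 for the 17 Fig. 4A genes, 0.017 for neutrophil markers, 0.034 for the light-phase clock genes, 0.054 for LXR targets and 0.014 for the wider autophagy list, and the genes 0.026 for Fdft1, 0.025 for Becn1, 0.060 for Atg9a, 0.056 for Atg13, 0.027 for Atg16l2, 0.010 for Atg12 and 0.084 for B2m. Under median-ratio scaling the value that reversed in WD was 0.016 for B2m.

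In CD+7KC relative to CD, rescaling to equal sums gave 0.015 for the 17 Fig. 4A genes, 0.017 for the dark-phase clock genes, 0.037 for sex-specific genes, 0.024 for interleukins, 0.025 for integrins and 0.030 for complex I. The upper quartile gave 0.013 for the 17 Fig. 4A genes, 0.016 for the dark-phase clock genes, 0.036 for sex-specific genes, 0.020 for interleukins, 0.024 for integrins and 0.029 for complex I. Without the top 20 genes the values were 0.012 for sex-specific genes, 0.006 for interleukins, 0.001 for integrins and 0.005 for complex I. Median-ratio scaling gave 0.014 for sex-specific genes, 0.007 for interleukins, 0.003 for integrins and 0.007 for complex I.

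Keeping genes with at least 1 FPKM left few members in some lists, and where 1 gene was left the value is that of the gene. In WD+7KC relative to WD the values that reversed were -0.064 for T and NK cell markers (6 genes), 0.21 for neutrophil markers (3 genes), -0.90 for acinar genes (1 gene) and -0.017 for the wider fatty acid synthesis list (15 genes), and in CD+7KC relative to CD -0.16 for T and NK cell markers (1 gene), -0.20 for neutrophil markers (3 genes), -0.063 for the light-phase clock genes (4 genes) and -0.14 for the TNF superfamilies (10 genes). This filter weakened the medians to 0.29 for Ras exchange factors (9 genes) in WD and 0.39 for the fatty acid synthesis pair (2 genes) and 0.017 for Ras exchange factors (9 genes) in CD, and strengthened the medians to 0.23 for interleukins (25 genes) and 0.47 for integrins (20 genes) in WD and 1.05 for B cell markers (3 genes), -0.31 for erythroid genes (4 genes), -0.44 for chemokines (21 genes) and -0.15 for interleukins (21 genes) in CD.

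Without a pseudocount stronger medians were 1.22 for the Th genes, 0.55 for the TNF superfamilies and 0.38 for integrins in WD and 1.08 for B cell markers and -0.11 for chemokines in CD, weaker medians were 0.23 for chemokines in WD and 0.22 for Ras exchange factors in CD, and reversed medians in CD were -0.005 for T and NK cell markers and -0.003 for neutrophil markers. With a pseudocount of 1 stronger medians were 0.14 for the TNF superfamilies and 0.17 for integrins in WD and -0.16 for erythroid genes in CD, and weaker medians 0.075 for chemokines in WD and 0.074 for Ras exchange factors in CD. With a pseudocount of 0.01 the stronger median was 0.56 for the TNF superfamilies and the weaker median 0.29 for chemokines, both in WD. With 50 bins the weaker median was 0.39 for the fatty acid synthesis pair in CD. Among genes at least 200 bases long the weaker medians were -0.18 for erythroid genes and 0.26 for chemokines in WD. For the erythroid genes this filter left out members without an annotated length, among them Hbb-b1.

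Depth limits the genes at low FPKM. Of the 978 genes above 1 in WD+7KC relative to WD, 564 were under 1 FPKM in both libraries, and the Th genes H2-Oa, H2-Ob and Il12rb1 rested on at most 10 estimated reads in WD and in WD+7KC.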

Differences from the paper's values

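The paper gives no numbers in its text for the sequenced libraries, and the heat maps are the values that could be compared. The colour bar of Fig. 4A spans about 4 units, read by eye. Each gene in the map runs from the low to the high colours. The captions do not state the unit. The colour range of about 4 units in Fig. 4A is set beside a median log2 range of 0.356 in the deposited values of its 17 genes over the 4 libraries. For Becn1 in Fig. 4A the colours span about 4 units, read by eye, and the log2 range here is 0.179. For Fig. 3B the colours span about 4 units, read by eye, and the median log2 range here is 1.326 over 25 of its genes. None of the alternatives set before the data were examined closed a gap. Over them the median ran from 0.256 to 0.362 in Fig. 4A and from 0.720 to 1.578 in Fig. 3B, and Becn1 ran from 0.094 to 0.180. Without a pseudocount the log2 ranges in Fig. 4A ran from 0.131 for Atg9a to 2.70 for Dram1. In Fig. 3B they ran from 0.232 for Pmvk to 3.17 for Lat. None of these genes reached 4, which argues against colours that show the log2 values directly. A colour range and a log2 range are then unlike measures, and the gaps are no sign of different expression values. A display scaled within each gene was not tested. All the alternatives stay on the log2 scale, so they cannot show whether such a display accounts for the gaps.

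The paper describes the autophagy genes it names as lowered in WD+7KC, and 7 of 7 were lower with the deposited values and under median-ratio scaling. Scalings that shift every gene by nearly the same amount can change the sign of a small fall: after rescaling to equal sums 5 of 7 were lower, and Becn1 had 0.13 and Atg13 had 0.17. These 2 genes were also higher under upper quartile scaling (Becn1 0.025, Atg13 0.056) and without the 20 genes of highest mean FPKM (Becn1 0.092, Atg13 0.12).

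The qRT-PCR of Fig. 3C is another assay. By that assay the paper reports Tnf as higher in WD than in CD; it was at 0.324 FPKM in CD and 0.151 FPKM in WD, an estimated 5.1 and 2.1 reads. It reports Il6 as higher in WD+7KC than in WD; Il6 was listed at 0 in all 4 libraries. It reports no significant change of fibrosis genes; Tgfb1 was at 3.97 FPKM in WD and 9.38 FPKM in WD+7KC, a log2 fold change of 1.22 (95% counting interval 0.86 to 1.64), while Col1a1 had 0.27 (0.098 to 0.46) and Col1a2 0.071 (-0.091 to 0.24). In CD+7KC relative to CD the values were 0.017 (-0.49 to 0.53) for Tgfb1, -1.25 (-1.51 to -1.04) for Col1a1 and -0.925 (-1.15 to -0.735) for Col1a2.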

Other observations

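The tests of genes under 1 FPKM, of shared genes, of fat tissue and of the autophagy genes were chosen only after the results had been seen, while the test of counting noise was not.

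More genes rose than fell in WD+7KC relative to WD. Among the 9521 genes with estimated reads, 558 were above 1 and 194 below -1. In 100 Poisson draws without a difference between the libraries, at their estimated depths, the draws had a median of 133 genes above 1 (at most 160) and 115 below -1 (at most 142). Counting noise at unequal depth reached the observed number above 1 in 0 of the 100 draws. Genes under 1 FPKM did not account for the asymmetry, since 3.87 genes were above 1 for each gene below -1 among genes with at least 1 FPKM. The draws carry no variation between mice, so the asymmetry cannot be assigned to the diet.

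Genes above 1 in both comparisons numbered 118, and 1000 shuffles within bins of mean FPKM gave a median of 66 and at most 90. Chance overlap of 2 lists reached the observed number in 0 of the 1000 shuffles. Another 51 genes were below -1 in both, and 67 were above 1 under WD and below -1 under CD. The shared rise may come from 7KC or from another feature that CD+7KC and WD+7KC have in common, and no test here separates these.

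For the 7 autophagy genes that the paper names, the median stayed below 0 under the other scalings of the libraries, but at -0.055 with equal sums it was near 0 and 2 of the 7 genes changed sign. Of the 4 genes with a counting interval, 3 had an interval below 0 with the deposited values and none after rescaling to equal sums. That rescaling moves every interval up by 0.216, so this loss follows from the shift. Relative to the median of all genes with at least 1 FPKM in both libraries, the 7 genes stood at -0.237 with the deposited values. With equal sums they stood at -0.234. A shift shared by all genes can hardly change this distance, so the scalings test only the sign and size of the fall itself. The paper names these 7 genes as lowered in the same libraries, so their low place among random lists is not independent of that choice. The wider autophagy and lysosome list lay at the 63.67 percentile, and the 17 genes of Fig. 4A at the 13.2 percentile. The choice of the genes therefore remains a candidate explanation for that low place.

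Cfd, which encodes adipsin, was at 220 FPKM in CD, 63.2 in CD+7KC, 1.47 in WD and 0.115 in WD+7KC. Fat tissue in the liver pieces was examined with Adipoq, Plin1 and Fabp4, of which 0 of 3 fell by more than 1 from CD to CD+7KC. Adipoq (0.0885, 0.0882, 0 and 0 FPKM in the same order) and Plin1 (listed at 0 in each library) had too few reads to show a fall, and Fabp4 was at 83.5, 66.5, 104 and 143 FPKM, highest where Cfd was lowest. That test therefore rests on Fabp4. For fat tissue as the source of Cfd in CD, where Cfd had an estimated 1747 reads, 1 of the 3 genes had at least 10 reads, with 1.1 for Adipoq and 0 for Plin1. Other values go the other way: Retn, outside these 3 genes, was at 1.21, 0.241, 0 and 0 FPKM in the same order, an estimated 12.5, 2.5, 0 and 0 reads, and the white fat list, which holds Cfd and Retn, had a median of -0.345 in CD+7KC relative to CD (0.06 percentile) with 7 of 8 genes lower. The part of fat tissue in the fall of Cfd is not settled by these values. No biological explanation was tested.

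Abcg1, an LXR target, rose from 2.07 FPKM in WD to 4.58 FPKM in WD+7KC, a log2 fold change of 1.11 (95% counting interval 0.83 to 1.48), while the list of LXR targets had a median of -0.053 (74.18 percentile). Col1a1 was at 8.23 FPKM in CD, 3.40 in CD+7KC, 7.86 in WD and 9.52 in WD+7KC.

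The genes with the largest rise from WD to WD+7KC, by the rule for named genes, were Mir130c, Mir425, Mir5131, Mir5122 and Mir6358, and those with the largest fall were Mir1306, Mir568, Mir678, Snord35b and Mir22. They are shorter than 200 bases and each was listed at 0 in a library, so no fold is given. Among genes at least 200 bases long, the largest rises were in Ackr1, Gm5512, Slc26a10, Sult1e1 and Tmprss4, and the largest falls in BC002163, 1810041H14Rik, Cfd, Rpph1 and Nrgn. Sult1e1 was at 40.2 FPKM in CD, 63.6 in CD+7KC, 4.61 in WD and 27.5 in WD+7KC, a log2 fold change of 2.55 from WD to WD+7KC (95% counting interval 2.14 to 3.07). BC002163, a processed pseudogene, was at 114, 127, 55.5 and 1.49 FPKM in the same order.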
